A study of Homo sapiens with 7 samples. Its data were reported in "m6A mRNA methylation by METTL14 regulates early pancreatic cell differentiation" (2024).

How the data were processed

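RNA-seq was performed on insulin-expressing β-like cells, sorted by flow cytometry at stage 6 of an in vitro differentiation of H1 human embryonic stem cells, an established line. The line labelled iKD2 carries a doxycycline (Dox)-inducible shRNA against METTL14, a subunit of the enzyme complex that writes N6-methyladenosine (m6A) on mRNA, and iSCR carries a scramble control. According to the study's methods, libraries were made with a stranded total-RNA kit and sequenced as paired-end reads. Gene values in this series are Kallisto estimates for transcripts, added up per gene by tximport after adapters had been removed from the reads. The values deposited by the authors are estimated counts per gene, not scaled for depth or gene length. Software versions, genome build, annotation release and strand setting were not stated. Kallisto divides a read that fits several genes between them, so that counts need not be whole, and genes that overlap or have near-identical copies are uncertain.

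The table held 66025 Ensembl gene IDs in 7 libraries. Of these, 59369 were present in the gene name table used here, 6656 were absent from it, and 57402 were in GENCODE release 29. Coordinates are those of GENCODE 29 on GRCh38 and were found by gene ID. Total counts ranged from 14875429 to 20639156 per library. Groups were taken from the sample labels: iKD2 Dox+ (replicates a, b and c, n = 3), iKD2 Dox- (b and c, n = 2) and iSCR Dox+ (a and b, n = 2). No sample was left out.

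Libraries of each group were first compared with one another. For each pair, the squared difference of depth-scaled counts was divided by its Poisson variance, and the median over genes with at least 50 counts in the pair was divided by the median of a chi-square distribution (the noise index, 1 for sampling noise only). A pair under 1.5 was to be counted as 1 sample. This index can find a library sequenced more than once, but not separate libraries made from one RNA.

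Counts were rounded to whole numbers, filtered with filterByExpr by group (22926 genes), scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, robust) in R 4.3.3, with all 3 groups in one fit and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with calls at 0.05. Standard errors are the log2 fold change divided by the root of F. The criterion stated by the study, an unadjusted p under 0.05 with a change over 1.5-fold, was applied to the same fits. Gene lists written before the data were examined (13 lists, 39 tests in one family) were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on voom log2 CPM, with fry and an estimated correlation beside it. Levels are TMM-scaled CPM (counts scaled to a common library size) with SD. A count of 0 allows up to 3 counts. PCR copies are not independent molecules, so this floor covers counting error only.

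Genes named in the text are METTL14, the 14 genes the study named for these libraries, and, for each comparison, the 5 highest and 5 lowest log2 fold changes among genes past an adjusted p of 0.05 with a mean CPM of at least 5 and no overlap between the groups, with any member of a gene list past the same threshold. Groups, comparisons, tests, this rule and most alternatives were fixed before the data were examined. Alternatives were other scaling (DESeq2 size factors, upper quartile), other filters, other tools (DESeq2 1.42.0, limma voom with and without sample weights), a fit of only the groups compared, a replicate block, and each replicate left out in turn. A block over all 3 groups, a restriction to genes with whole counts, a pooled control group and the trended simulation below were added after the data had been seen.

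Unchanged groups were simulated 20 times with the mean of each gene, the library sizes and either the trended or the gene-wise dispersion of the edgeR fit. Each gene had the same dispersion in all groups, so that a difference in spread between groups was not simulated. The gene-wise simulation was run first. The trended one was added after its result had been seen, because gene-wise values carry estimation error of their own, and both are given. The tests were also tested on simulated data with 200 changed genes. At 2-fold, edgeR recovered 0.5% of genes drawn from all those tested and 2.5% of genes at 50 CPM or more. At 4-fold it recovered 19.5% and 82% respectively. False calls numbered 0 to 15 per simulation for edgeR and 106 to 208 for DESeq2. The noise index came out at 0.974 for Poisson counts and at 111 for molecules each counted 100 times.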

Results

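Gene expression was measured by RNA-seq in sorted insulin-expressing β-like cells derived from H1 human embryonic stem cells. The 7 libraries comprised cells with METTL14 knockdown induced (iKD2 Dox+, n = 3), the same line without Dox (iKD2 Dox-, n = 2) and a scramble line with Dox (iSCR Dox+, n = 2). Total estimated counts were 17097600, 15919386 and 17126315 in iKD2 Dox+ a, b and c. They were 20639156 and 18070676 in iKD2 Dox- b and c, and 15405881 and 14875429 in iSCR Dox+ a and b. Between 19570 and 23676 genes had at least 1 count in a library.

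Replicates were first compared with one another. The noise index of same-group pairs, which is 1 for sampling noise alone, ranged from 98.2 to 163, so that none was a library sequenced again. Separate libraries made from one RNA could exceed 1 as well, as simulated molecules counted 100 times each gave 111. The 7 libraries were taken as separate samples on their labels. The study describes them as independent biological samples, but whether each came from its own culture was not shown by these data. The lowest value was 71.8 when genes with at least 10 counts in the pair were used. The coefficient of variation beyond sampling noise ranged from 0.51 to 0.76. Pearson correlations of log2 CPM across genes averaged 0.756 over the 5 same-group pairs and 0.750 over the 16 pairs from different groups. Same-group values ranged from 0.716 to 0.785 and the others from 0.725 to 0.786. The common biological coefficient of variation of the edgeR fit was 1.14. Within groups, the squared coefficient of variation fell from 0.995 at a mean of 6.35 CPM to 0.0260 at 395 CPM.

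**Figure D1:**
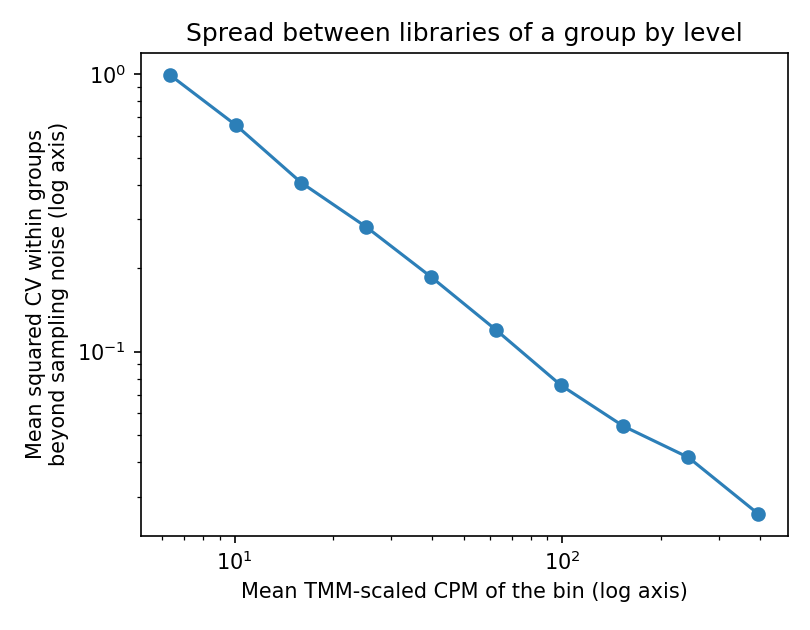
Mean squared coefficient of variation within groups, beyond sampling noise, against mean TMM-scaled CPM for 10 bins of genes, both on log axes. The spread falls from 0.995 in the lowest bin to 0.0260 in the highest.

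The level of the targeted gene was examined in every library. METTL14 (ENSG00000145388, chromosome 4, 118685368 to 118715433) was at 18.7, 16.3 and 49.1 CPM in iKD2 Dox+ a, b and c. It was at 39.4 and 22.6 CPM in iKD2 Dox- b and c, and at 36.1 and 32.2 CPM in iSCR Dox+ a and b. The library labelled iKD2 Dox+ c thus held the highest level of the 7. METTL14 counts were not whole in 4 libraries, which marks reads shared with other genes. The restriction to genes with whole counts therefore left METTL14 out. Group means were 28.0 ± 18.3 CPM (SD, n = 3), 31.0 ± 11.9 CPM (SD, n = 2) and 34.1 ± 2.77 CPM (SD, n = 2). The log2 fold change was -0.14 (SE 0.63, 95% CI -1.45 to 1.16, adjusted p = 1) against iKD2 Dox- and -0.28 (SE 0.63, 95% CI -1.59 to 1.02, adjusted p = 0.963) against iSCR Dox+. A lower METTL14 mRNA level was not detectable with these libraries. Without the library labelled iKD2 Dox+ c the values were -0.83 and -0.97, and neither passed the threshold. The value against iKD2 Dox- reversed to 0.08, 0.13 and 0.30 without iKD2 Dox+ a, iKD2 Dox+ b and iKD2 Dox- b. Every direction given below for iKD2 Dox+ includes the library labelled c.

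The next comparison asked which genes changed when the shRNA was induced within one line. Between iKD2 Dox+ and iKD2 Dox-, 9 of 22926 genes had an adjusted p under 0.05, all 9 higher in iKD2 Dox+ and 0 lower. At an unadjusted p under 0.05 there were 852 genes, where chance gives 1146. MUC16 (ENSG00000181143, chromosome 19, 8848844 to 8981342) rose from 819 ± 152 CPM (SD, n = 2) to 2695 ± 299 CPM (SD, n = 3), a log2 fold change of 1.72 (SE 0.17, adjusted p = 4.61e-05). SPARC (chromosome 5, 151661096 to 151687165) rose by 1.95 (SE 0.24, adjusted p = 9.22e-04) and ANXA1 (chromosome 9, 73151757 to 73170393) by 2.03 (SE 0.27, adjusted p = 0.00184). CD55, VTCN1 and DSC3 rose by 2.26, 2.08 and 2.05, with adjusted p-values of 0.0209, 0.0451 and 0.0451. For each of these 6 genes, all 3 iKD2 Dox+ libraries lay above both iKD2 Dox- libraries. For all but MUC16 this was a condition of being named in this comparison, so that it is no further evidence. MUC16 and SPARC passed the threshold in all 17 alternatives that gave a test, ANXA1 in 14 of 16, CD55 and VTCN1 in 12 and 11 of 17, and DSC3 in 11 of 16. The number called depended most on the tool, with 218 genes under DESeq2. It was 3, 12 and 2 without iKD2 Dox+ a, b and c, of which 3, 6 and 2 were among the 9. Without iSCR Dox+ a or b, libraries outside this comparison that enter the estimate of the spread, it was 101 and 115.

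The comparison of iKD2 Dox+ with iSCR Dox+ set the knockdown against another line under the same Dox treatment. Here 6 genes had an adjusted p under 0.05, 5 higher and 1 lower, with 1540 genes at an unadjusted p under 0.05. The number was 2, 9 and 4 without iKD2 Dox+ a, b and c, and 58 and 57 without iKD2 Dox- b and c. INS (ENSG00000254647, chromosome 11, 2159779 to 2161341) was the gene that fell, from 21903 ± 559 CPM (SD, n = 2) to 12190 ± 1211 CPM (SD, n = 3), a log2 fold change of -0.85 (SE 0.10, adjusted p = 4.71e-04). All 3 iKD2 Dox+ libraries lay below both iSCR Dox+ libraries. Without iKD2 Dox+ a the log2 fold change of INS was -0.81 and its adjusted p was 0.0638, the highest over 15 alternatives (lowest 7.91e-14). INS overlaps the read-through gene INS-IGF2, whose estimated count was at most 0.437% of that of INS. MUC16 rose by 1.16 (SE 0.17, adjusted p = 0.00483), with adjusted p-values of 0.109 and 0.0962 without iKD2 Dox+ a and c, in a range from 1.15e-08 to 0.115 over 16 alternatives. SPARC, ANXA1, CD55, VTCN1 and DSC3 rose by 1.21, 1.08, 0.65, 0.81 and 0.95 on the log2 scale, with adjusted p-values of 0.116 or more. ENSG00000288198, ENSG00000282034 and ENSG00000284933 were at 0 counts after rounding in both iSCR Dox+ libraries and at least 244-fold, 223-fold and 105-fold higher in iKD2 Dox+. Their levels in iKD2 Dox+ a, b and c were 19.2, 63.5 and 65.9 CPM, 14.3, 32.1 and 89.8 CPM, and 19.7, 39.6 and 4.86 CPM. The lowest bounds with one of these libraries left out were 203-fold and 114-fold without iKD2 Dox+ c and 60.4-fold without iKD2 Dox+ b. ENSG00000274287 was at a mean of 3.14 CPM in iSCR Dox+ (n = 2, lower library 2.07 CPM) and at 68.2 ± 33.5 CPM (SD, n = 3) in iKD2 Dox+, a log2 fold change of 4.44 (SE 0.66, adjusted p = 0.00553). The 4 genes passed the threshold in 13, 13, 9 and 9 of 15 alternatives. Counts of these 4 genes were not whole in 5 to 7 libraries, which marks reads shared with other genes. For ENSG00000282034 this held in 6 libraries, so that an iSCR Dox+ library had a fraction of a count that was rounded to 0.

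The control groups were compared with each other to measure the difference between lines and Dox treatment in the absence of induced knockdown. Between iKD2 Dox- and iSCR Dox+, 3 genes were higher and 0 lower at an adjusted p under 0.05, with 1020 genes at an unadjusted p under 0.05. These were ENSG00000288198, ENSG00000282034 and ENSG00000284933, at least 192-fold, 198-fold and 114-fold higher in iKD2 Dox-. When only these groups were fitted, 0 genes passed (919 at an unadjusted p under 0.05). With all 3 groups fitted, ENSG00000274287 did not pass but was also higher in iKD2 Dox-, at 43.4 ± 14.6 CPM (SD, n = 2). Its log2 fold change there against iSCR Dox+ was 3.79 (SE 0.66, adjusted p = 0.0611), and that of iKD2 Dox+ against iKD2 Dox- was 0.65 (SE 0.54). MUC16 was 0.56 lower on the log2 scale in iKD2 Dox- than in iSCR Dox+ (log2 fold change -0.56, SE 0.18, adjusted p = 0.826), and SPARC, ANXA1, CD55, VTCN1 and DSC3 were also lower there (log2 fold changes -0.75, -0.94, -1.61, -1.27 and -1.10), with adjusted p-values of 0.495 or more.

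The study's criterion was then applied to the edgeR fits. It gave 814 genes (449 higher, 365 lower) for iKD2 Dox+ against iKD2 Dox-, 1494 (888 higher, 606 lower) against iSCR Dox+, and 1005 (604 higher, 401 lower) between the controls. The study's methods name TMM and voom, and with limma voom the criterion gave 1127, 1497 and 1332 genes. The simulations were fitted with edgeR only, so that only the edgeR counts are set against them. Simulated unchanged groups gave means of 1046, 1028 and 1011 genes with the trended dispersion and 1111, 1089 and 1093 with the gene-wise one. The first edgeR count was below every simulation (lowest 951) and the second above every simulation (highest 1130). The simulations gave each gene the same dispersion in every library. The noise index of the same-group pair was 98.2 in iKD2 Dox- and 163 in iSCR Dox+, so that groups may differ in spread. A count outside the simulated range therefore does not by itself show a departure from unchanged groups. Genes past the criterion in both iKD2 Dox+ comparisons in the same direction numbered 264, 112 higher and 152 lower. The comparisons share the iKD2 Dox+ libraries, and simulated groups gave a mean of 210 (169 to 239) with the trended and 237 (222 to 253) with the gene-wise dispersion. The excess lay among higher genes, where the simulations reached at most 69 and 76. Fitted with only the groups compared, the criterion gave 1079 genes against iSCR Dox+ and 200 shared genes, both within or under the simulated ranges, although the simulations themselves were fitted with all 3 groups. For iKD2 Dox+ against iKD2 Dox-, it gave 1283 and 1294 genes without iSCR Dox+ a and b. Log2 fold changes of the comparisons correlated across genes at 0.367, against 0.377 in simulated groups. Genes are not independent replicates.

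The same simulations bear on the calls at an adjusted p under 0.05. With the trended dispersion they gave means of 0.45, 0.75 and 0.45 calls, at most 3, 4 and 2. With the gene-wise dispersion they gave means of 10.8, 12.4 and 9.95 calls, at most 23, 19 and 20. The observed 9, 6 and 3 calls were above the former and not above the latter. At a mean of 50 CPM or more, 9, 2 and 0 genes were called, against at most 0, 2 and 1 with the trended and 4 in each comparison with the gene-wise dispersion. Only the 9 genes of iKD2 Dox+ against iKD2 Dox- exceeded both, and both assume the same spread in every group.

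**Figure D2:**
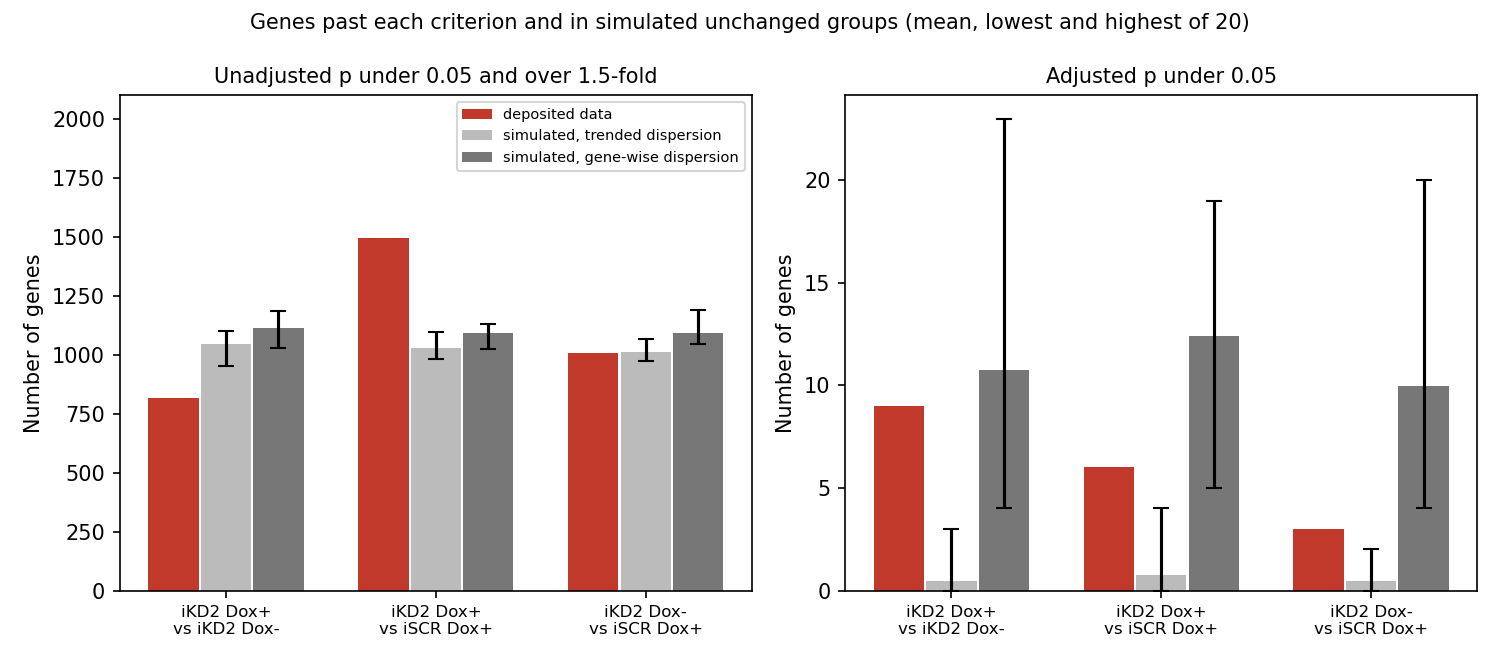
Number of genes past the study's criterion (left) and past an adjusted p of 0.05 (right) in each comparison, with simulated unchanged groups as grey bars (mean of 20, whiskers from lowest to highest). All counts are from edgeR fits. The 814 genes of iKD2 Dox+ against iKD2 Dox- lie below the simulated range and the 9, 6 and 3 adjusted calls lie above the range with the trended dispersion only.

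For the 14 genes the study named, 12 were lower and 2 higher in both iKD2 Dox+ comparisons. Past an adjusted p of 0.05 over all genes were 0 against iKD2 Dox- (5 at an unadjusted p under 0.05) and 1 against iSCR Dox+. Adjusted over the list alone, these numbers were 5 and 7, and 1 between the controls. The second was 4 without iKD2 Dox+ a. The study chose the list on these samples, so that the count over the list is not independent evidence. Against iKD2 Dox-, INS fell by 0.39 (SE 0.10) and CHGA by 0.43 (SE 0.10) on the log2 scale, while KRT19 rose by 0.91 (SE 0.21) and SOX9 by 1.13 (SE 0.31). Their adjusted p-values over all genes were 0.451, 0.191, 0.196 and 0.550. They passed the threshold in 3, 7, 6 and 3 of 16, 16, 16 and 17 alternatives. In each of the 4 genes, all 3 iKD2 Dox+ libraries lay beyond all 4 control libraries. Against iSCR Dox+, CHGA fell by 0.31, KRT19 rose by 0.78 and SOX9 by 0.80, with adjusted p-values of 0.533, 0.371 and 0.679. PDX1 fell by 0.60 (SE 0.30) and 0.85 (SE 0.30) and PAX6 by 0.35 and 0.42, all with adjusted p-values of 0.627 or more. PAX6 was at 189, 366 and 337 CPM in iKD2 Dox+ a, b and c, and without iKD2 Dox+ a its values were -0.11 and -0.18. Those of PDX1 were then -0.43 and -0.69. MAFA ranged from 0 to 38.2 CPM over the libraries, and its direction reversed when iKD2 Dox- b or iSCR Dox+ b was left out. INS was also lower in iKD2 Dox- than in iSCR Dox+, by 0.45 (SE 0.12, adjusted p = 0.614).

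**Figure D3:**
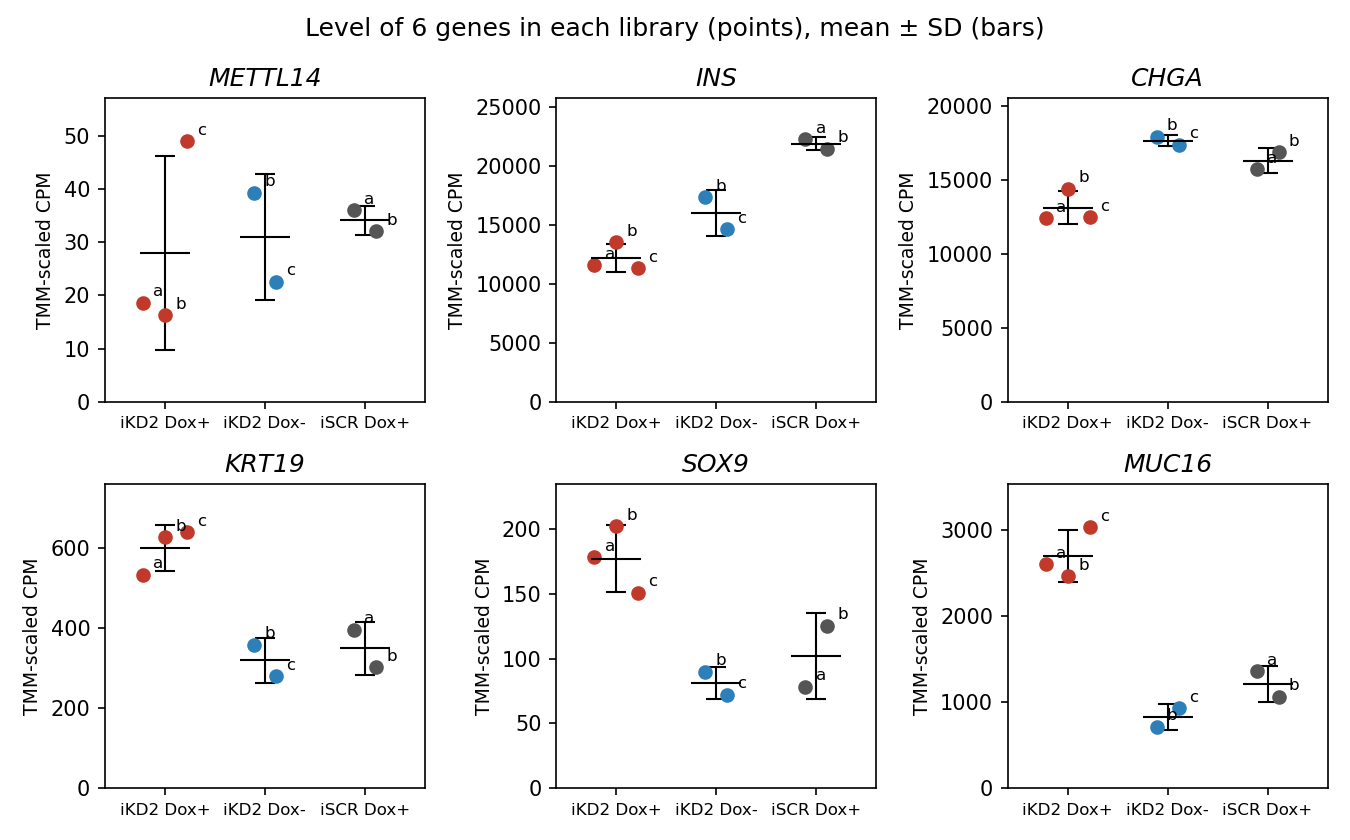
TMM-scaled CPM of 6 genes in each library (points, lettered by replicate) with mean ± SD of each group (n = 3, 2 and 2). METTL14 is highest, at 49.1 CPM, in the library labelled iKD2 Dox+ c, while MUC16 in the iKD2 Dox+ libraries lies above every control library.

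Of the 13 gene lists, camera at the preset correlation called 10 for iKD2 Dox+ against iKD2 Dox- (5 higher, 5 lower), 6 against iSCR Dox+ and 4 between the controls, at an adjusted p under 0.05. With fry 0 of the 39 tests passed (7 at an unadjusted p under 0.05, lowest adjusted p 0.137), and with an estimated correlation 0 passed (10 at an unadjusted p under 0.05, lowest adjusted p 0.143). Without iKD2 Dox+ a, iKD2 Dox- b or iKD2 Dox- c, camera called 3 lists against iSCR Dox+. Called lower in both iKD2 Dox+ comparisons were the study genes (medians -0.52 and -0.81), the islet non-beta genes named by the study (-0.53 and -0.29), maturity-onset diabetes of the young (-0.53 and -0.26) and pancreas beta cells (-0.33 and -0.26). Ductal and acinar markers (0.29 and 0.70, or 0.29 and 0.79 with members at or under the floor set to their bound) and proliferation genes (0.42 and 0.67) were called higher in both. Against iSCR Dox+, the study genes and pancreas beta cells passed in 7 of 9 alternatives and proliferation genes in 6. Maturity-onset diabetes of the young passed in 5, the islet non-beta genes in 4 and ductal and acinar markers in 3. The median of ductal and acinar markers against iKD2 Dox- ranged from 0.24 to 0.83 over 9 alternatives. Enterochromaffin markers were called lower against iKD2 Dox- (-0.53) and higher in iKD2 Dox- than in iSCR Dox+ (0.65). Integrated stress response genes (0.20), mitochondrially encoded mRNAs (0.20) and immediate early genes (0.44) were called higher against iKD2 Dox- and not against iSCR Dox+. Whether the comparisons differed was not tested. Between the controls, the study genes (-0.23), mitochondrially encoded mRNAs (-0.15) and immediate early genes (-0.41) were also called lower. The lists of m6A writers, erasers and readers, interferon-stimulated genes and p53 targets were called in 0 of the 3 comparisons, with unadjusted p-values of 0.0624 or more.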

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

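The block of all 3 letters and the restriction to genes with whole counts were chosen only after the results were seen. The METTL14 level did not pass the threshold in any of the 16 and 15 alternatives that gave a test (lowest adjusted p 0.961 against iKD2 Dox- and 0.781 against iSCR Dox+). Against iKD2 Dox- its log2 fold change ranged from -0.83 to 0.30 across the fits that each left out one replicate, and reversed to 0.08 without iKD2 Dox+ a, 0.13 without iKD2 Dox+ b and 0.30 without iKD2 Dox- b. Against iSCR Dox+ it ranged from -0.97 to -0.02. MAFA reversed to 0.49 against iKD2 Dox- without iKD2 Dox- b and to 0.73 against iSCR Dox+ without iSCR Dox+ b, and FOXA2 to 0.11 against iSCR Dox+ without iSCR Dox+ b. Their lowest values with a replicate left out were -3.62 and -3.56 for MAFA, both without iKD2 Dox+ c, and -0.69 for FOXA2 against iSCR Dox+. Fewer samples were in these fits, and those without a control library left 1 library in that group.

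Numbers of genes called at an adjusted p under 0.05 are given in the order iKD2 Dox+ against iKD2 Dox- (9), iKD2 Dox+ against iSCR Dox+ (6) and iKD2 Dox- against iSCR Dox+ (3). With no filter beyond 1 count they were 51, 66 and 32, and with a total of at least 10 counts 55, 75 and 32. With a mean CPM of at least 5 they fell to 2, 3 and 1. The DESeq2 Wald test gave 218, 798 and 453, a tool that made 106 to 208 false calls on simulated data. Limma voom with sample weights gave 17 for the first, and the fit of only the groups compared 0 for the last. Limma voom gave 8, 4 and 2, of which 4, 2 and 0 were among those of edgeR. Across the fits that each left out one replicate they ranged from 2 to 115, 2 to 58 and 2 to 2. The high values, 101 and 115 for the first and 58 and 57 for the second, came from leaving out a library of the group not compared. The filters and the fits without a replicate change the genes or samples tested, and for the rest the cause was not tested. DESeq2 size factors and upper-quartile factors kept every call in the 3 comparisons.

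The median log2 fold change of all genes lay between 0.01 and 0.09 under each scaling. For the study's criterion (814, 1494 and 1005 genes, 264 shared), a mean CPM of at least 5 gave 486 and 972 for the first comparisons and 153 shared. DESeq2 gave 1840, 3262 and 2648, with 641 shared. Limma voom gave 1127, 1497 and 1332, with 252 shared, and sample weights gave 1389 for the first. Leaving out one replicate gave 582 to 1294, 1115 to 1512, 836 to 1054 and 232 to 257 shared. The fit of only the groups compared gave 950, 1079 and 908, with 200 shared. Restricted to genes with whole counts in every library, an alternative chosen after seeing the data that tests fewer genes, the criterion gave 363, 692 and 474 genes with 135 shared, and 24 and 24 genes were called in the first comparisons.

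Study genes adjusted over the list alone (5, 7 and 1) numbered 2, 4 and 0 among genes with whole counts, 2 for the controls under limma voom and 0 in the fit of only those groups. Without one replicate they ranged from 4 to 6 and 4 to 8. The gene lists called (10, 6 and 4) fell to 0, 0 and 0 with fry and likewise with an estimated correlation, and ranged from 9 to 11, 3 to 6 and 4 to 4 without one replicate. Among single genes and lists, 73 results became weaker and 15 stronger under the other alternatives, and 31 weaker, 8 stronger and 3 moved with a replicate left out.

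The labels do not say that replicate letters mark a shared batch. Differences between b and c in iKD2 Dox+ and in iKD2 Dox- correlated across 4258 genes at 0.036, and those between a and b in iKD2 Dox+ and iSCR Dox+ at 0.043. With a replicate block of letters b and c, 55 genes were called between iKD2 Dox+ and iKD2 Dox-, and the METTL14 log2 fold change was -0.07. A block of all 3 letters, chosen after seeing the data, called 18, 15 and 8 genes, and the criterion gave 540 for the first comparison and 160 shared. No library was merged, so that taking all 7 libraries as replicates, on their labels, was the main setting, and summing repeated libraries was not run. Sampling of reads was a small part of the spread between libraries, whose noise index was 98.2 or more in same-group pairs, so that depth was not shown to limit these results.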

Other observations

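The tests on the spread by level and on METTL14 in the library labelled iKD2 Dox+ c were chosen after the result had been seen. So were those on cell type markers, on the doxycycline lists and on counts that were not whole among genes of large fold change. The pooled control group and the trended simulation were also added after the data had been seen. The matching of the genes with counts that were not whole, and the rule by which a cell type was excluded, were revised after a first result had been seen. The marker lists were also written after the called genes were known. Genes called in an iKD2 Dox+ comparison were removed from them, and 2 others seen earlier (GABRP and COL3A1) were not used.

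Squared differences between libraries of one group were about 100 times those given by sampling noise. Over 10 bins between 5 and 500 CPM the squared coefficient of variation fell with the mean at a slope of -0.88 on log axes, where molecules counted many times over predict -1 and differences in proportion to the mean predict 0. A candidate explanation is that each library started from few molecules that were each counted about 100 times, as PCR without molecular identifiers would give. The noise index did not stay level above this range and reached 237 between 500 and 1000 CPM and 610 above, which equal copies per molecule do not give. Reads divided between genes are argued against, since the noise index was 123 among 9833 genes with whole counts in every library and 115 among the rest. Real differences between cultures were not separated from this.

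Among the genes past the study's criterion in any comparison, 740 had a log2 fold change over 8 in size. Fitted values of this size depend on the prior count. The comparisons had 272, 452 and 306 such genes, in the order iKD2 Dox+ against iKD2 Dox-, iKD2 Dox+ against iSCR Dox+ and between the controls. Simulated unchanged groups gave means of 192, 188 and 259 (highest 211, 224 and 285) with the trended dispersion and 206, 201 and 278 (highest 231, 230 and 308) with the gene-wise one. The first 2 numbers were above every simulation, and the third was above the trended ones only. These simulations gave every group the same spread. The trended means made up 62.0% of the sum over the comparisons, from 41.5% against iSCR Dox+ to 84.8% between the controls, so that few starting molecules were neither shown nor excluded as the source. A count of 0 is always whole, so that genes were matched on the number of libraries with counts and on their level there, which left out 29. Counts that were not whole were found in 43.6% of the other 711, against 39.7% to 51.8% in 1000 draws of matched genes, which leaves division of reads open.

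METTL14 was highest in the library labelled iKD2 Dox+ c. On 200 genes chosen from the other libraries, its median position was 0.57, where 0 is the mean of the controls and 1 that of iKD2 Dox+ a and b. The 4 control libraries, each placed the same way, lay at 0.23 to 0.32, and iKD2 Dox+ a and b at 0.72 and 0.48. This argues against exchange with a control. METTL14 ranged from 16.3 to 49.1 CPM over the libraries, and 68.8% of 2161 genes of similar mean had as wide a ratio of highest to lowest, so that few molecules may account for its level. Whether knockdown was incomplete in that culture was not tested.

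Pooling both control groups, a step added after the data had been seen, gave 3 genes at an adjusted p under 0.05 for iKD2 Dox+, all higher. They were MUC16 (log2 fold change 1.41, SE 0.17, adjusted p = 0.00630), SPARC (1.53, SE 0.23, adjusted p = 0.0272) and AHNAK (1.02, SE 0.15, adjusted p = 0.0272), the last named after its values were seen. Of the 35 splits of the 7 libraries into 3 and 4, 2 gave as many genes, the real one included, so that chance was not excluded. The other set iKD2 Dox+ c and both iSCR Dox+ libraries apart. Counting only genes at 50 CPM or more, 1 of the 35 splits did, and the highest of the others gave 1 gene.

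Endocrine genes were lower and some other genes higher in iKD2 Dox+ than in the pooled controls. The median of 19 endocrine secretory genes, 2 of them named by the study, was -0.24, lower than in any other split, and their spread was as wide in 31 of the 35 splits, so that they fell alike within chance. SST and SYT13 did not fall against the pooled controls (0.11 and 0.20). Not every fall held against each control group. PCSK1 and RFX6 were lower than in iKD2 Dox- (-0.95 and -0.57) but higher than in iSCR Dox+ (0.70 and 0.35). CHGA, GCG, ISL1, INSM1, NEUROD1 and PCSK2 were lower than in either. Markers of other cell types did not rise alike: the medians of the 4 lists lay 1.82 apart, from the amnion-like list to the hepatic and gut one, as far as in 1 of the 35 splits, which argues against a general rise of all other cells. The 13 mesenchymal markers had a median of 0.78, as high in 1 of the 35 splits, with COL5A1 at 190 against 117 CPM, COL1A2 at 104 against 48.0 CPM and POSTN lower at 12.9 against 15.9 CPM. The 11 amnion-like markers had a median of 1.26, as high in 1 of the 35 splits, with TFAP2A at 89.5 against 37.7 CPM and GATA3 at 72.5 against 34.7 CPM. Of them 10 were higher, and the most abundant, IGFBP3, was at 601 against 570 CPM. The 7 mesothelial markers (median -0.46, as high in 31 splits) went both ways, 3 higher and 4 lower, with KRT19, also a study gene, at 600 against 334 CPM and CALB2 at 141 against 201 CPM, and decided nothing on such cells. Of the 11 hepatic and gut markers (median -0.56, as high in 33 splits) 8 were lower, with APOB at 132 against 246 CPM and SERPINA1 at 197 against 326 CPM, which argues against such cells, although CDX2 stands in both this list and the amnion-like one and TTR is also among the islet genes named by the study. All markers used were also detected in the control libraries. A larger share of mesenchymal or amnion-like cells among those sorted may therefore contribute, beside an effect of the shRNA within β-like cells, which the design names and which was not tested apart from it.

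Immediate early genes were lower in the 2 libraries without Dox than in the 5 with it (median -0.42, 13 of 14 genes), as far apart in 1 of the 21 splits into 2 and 5. Mitochondrially encoded mRNAs behaved likewise (-0.18, 12 of 13 genes, 1 of the 21 splits). With 21 splits this is the smallest share that can be had, 2 lists were picked from 13 after their values were seen, and neither list passed with fry. Dox itself and the handling of those cultures were not separated by the design.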
